A study of Mus musculus with 12 samples.

How the data were processed

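The data were 12 single-cell RNA libraries from mouse lymph node, 1 library for each combination of genotype, treatment and sorted fraction. Per the labels, mice carried floxed Atg12, a gene needed to lengthen autophagosomes, and either had or lacked a tamoxifen-inducible Cre recombinase driven by Cdh5, which is active in endothelial cells. All mice were C57BL/6, and per the labels' protocols all received tamoxifen. Inflammation was induced by oxazolone, a contact sensitiser, at 4% on the skin of the abdomen, and nodes were taken at day 3 or day 7, with solvent alone as the vehicle control. Per the labels' protocols, nodes were digested with enzymes, CD45-bearing cells were held on magnetic beads, and both the bound and the unbound cells were then sorted by flow cytometry. The unbound fraction is called the CD31 fraction here and the bound one the CD45 fraction, after the sample labels. Groups were taken from the labels alone.

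Per the labels, libraries were made with a 10x Genomics kit that reads the 3-prime ends of transcripts. The deposited matrices hold UMI counts per gene and barcode, where a UMI is a molecular tag that marks 1 captured molecule. Per the file headers they come from Cell Ranger, and they list every barcode seen, so no cell calling by the authors is recorded in them. The genome build, the gene annotation and the handling of strand were stated neither in the labels nor in the file headers. The deposited feature lists hold 32285 gene identifiers, of which 32158 (99.6%) are in GENCODE release M21 for build GRCm38, from which all coordinates were taken. Of the 6 CD31 libraries, 4 list an added feature called mRFP: all 3 labelled Cre-positive and the Cre-negative library of day 7. The authors' reference therefore differed between libraries, and mRFP was left out of all comparisons and library sizes in the fits.

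Barcodes with at least 1000 UMIs, at least 500 detected genes and at most 10% mitochondrial UMIs were kept as cells. Doublet scores came from Scrublet as implemented in scanpy 1.11.5, with an expected rate of 6%. Its automatic threshold marked 0, 1 and 3 barcodes in 3 libraries of 8262 to 11636 cells, so it had not worked there, and after seeing this the highest-scoring barcodes were removed instead, at 0.8% for each 1000 barcodes. That took out 4.78% to 9.31% of cells per library. In 2 CD31 libraries the removed barcodes had a lower median UMI count than the rest, 3702 against 4329 at vehicle labelled Cre-negative and 2157 against 3434 at day 3 labelled Cre-positive, so the scores did not mark large droplets there. Between 5698 and 10553 cells per library were left.

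The libraries of each fraction were clustered together: counts scaled to 10000 per cell, a log transform, 2000 variable genes by the seurat method, 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, anndata 0.12.19). The variable genes left out the outcome lists named below, Atg12, sex-linked, mitochondrial, ribosomal, haemoglobin and antigen receptor genes. Clusters were named after marker genes fixed beforehand, as "-like" classes. The blood endothelial-like class holds the HEV-like, capillary-like, venous-like and arterial-like clusters and other clusters with pan-endothelial markers; HEV stands for high endothelial venule, the vessel through which lymphocytes enter a node. Clusters that could not be named stayed outside all classes, a choice made once their leading genes had been seen. In order of vehicle, day 3 and day 7, labelled Cre-negative first in each pair, a CD31 cluster with few UMIs held 5.59% and 0.309%, 0.360% and 18.0%, and 0.305% and 0.884% of cells. A CD31 cluster led by Madcam1 with lymphatic markers beneath held 2.24% and 4.21%, 2.33% and 1.24%, and 6.74% and 3.90%. A CD31 cluster with mixed granulocyte genes held 1.06% and 0.177%, 0.266% and 0.531%, and 0.0531% and 0.267%. In the CD45 libraries, clusters with mixed stromal genes held 17.4% and 25.7%, 19.5% and 20.1%, and 15.6% and 24.0%, and a cluster with both T and NK cell genes held 3.58% and 4.01%, 2.94% and 3.18%, and 3.02% and 3.98%.

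UMIs were summed per library and class and fitted with edgeR 4.0.16 in R 4.3.3: TMM scaling, its default expression filter by genotype, and a quasi-likelihood F test in an additive model with genotype and treatment. Since each group is 1 library, this model tests the genotype difference averaged over the treatments, with 2 residual degrees of freedom, and counts any interaction as error. The test also borrows spread across genes, so its p values rest on more than those 2 degrees of freedom. Each SE given is the absolute log2 change over the square root of F. The adjusted p is by Benjamini-Hochberg at 0.05. No test was made within a time point. There, UMI sums have exact Poisson intervals, shares have exact Clopper-Pearson intervals and list medians have intervals from 2000 Poisson draws, all at 95%. These intervals cover counting error only, and say nothing of the spread between animals. CPM are the UMIs of a gene over all UMIs of the class in a library, scaled to a common total, and log2 ratios were taken after adding 1 CPM. Shares of cells were compared over the 3 time points with an exact two-sided sign-flip test, whose smallest possible p is 0.25.

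Genes were named by a rule set beforehand: per class and contrast, up to 5 in each direction with adjusted p under 0.05, the same sign at all 3 time points or in both genotypes, and a mean of at least 20 CPM, ranked by log2 change. Where no gene passed the threshold, up to 3 in each direction were named that averaged at least 50 CPM and had an absolute log2 ratio of at least 1 in every pair. Genes outside the rule are marked as chosen after their values were seen. There were 6 gene lists set beforehand: HEV identity (12 genes), pan-endothelial (8), adhesion and inflammation (12), autophagy (16), interferon (12) and ER stress (10). They were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, with fry and camera with an estimated correlation beside it. Per time point, a list's median log2 ratio over members with at least 5 CPM was set among 10000 random lists of the same size matched on expression. That percentile describes these libraries and is no test of the conditions. Added lists, written after first results were seen, cover p53 target genes, immediate-early genes and a group of genes noticed with Cdk8 and listed as rRNA-like, that is, as resembling ribosomal RNA.

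Free RNA was profiled from barcodes with 100 UMIs or fewer. Its share per class and library was estimated from genes of the other lineage, and came to 0.293% to 8.38%. The same fit was run on simulated counts for each class and contrast, with 200 genes changed, drawn from the libraries' own means and sizes. The fit recovered 85% to 100% of genes changed 2-fold and 100% of those changed 4-fold, and 1.07% to 5.77% of its calls were false. These rates need not hold for real genes that are lower, spread more widely or respond differently by genotype. The alternatives tried were other limits on UMIs, genes and mitochondrial share, doublets kept, Leiden resolution 2, variable genes with the outcome lists, equal numbers of cells, free RNA subtracted, cells thinned to 1000 UMIs, a pseudocount of 5 CPM, median-ratio scaling, DESeq2 1.42.0, no expression filter, no additive factor and each time point left out. They were fixed before the data were examined, as were the fits, the lists and the naming rule. The use of cells with Y-linked UMIs and no Xist UMI was added later. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

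Total UMIs per library ranged from 36724887 to 76186801, and each group has 1 library. Reads were not analysed here, so which exons of Atg12 were covered is not known.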

Results

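RNA of single cells from mouse lymph nodes was counted in 12 libraries. They cover both sorted fractions of mice labelled as having or lacking the endothelial Cre driver, after solvent alone (vehicle), at day 3 or at day 7 after oxazolone, with 1 library for each combination. The design asks what the loss of Atg12 from endothelial cells does to high endothelial venules and to immune cells during skin inflammation. In the CD31 fraction, the libraries labelled Cre-negative held 68022796, 47009814 and 51390817 UMIs at vehicle, day 3 and day 7, and those labelled Cre-positive held 45437986, 76186801 and 45930259. In the CD45 fraction the totals were 51231722, 70160214 and 36724887 in the libraries labelled Cre-negative and 47835236, 63283273 and 66663234 in those labelled Cre-positive. Values below are given in the order vehicle, day 3, day 7, with the library labelled Cre-negative before the one labelled Cre-positive. No group has a replicate, so differences within a time point have no replicate check.

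The blood endothelial-like class held 4108 and 3958, 3909 and 5176, and 4001 and 2926 cells. Of these, 378 and 379, 465 and 671, and 720 and 315 were HEV-like. Their median depth was 8245.5 and 8832, 10621 and 7579, and 9547.5 and 9570 UMIs. The lymphatic endothelial-like class held 661 and 443, 348 and 358, and 647 and 785 cells. In the CD45 libraries, T cell-like cells numbered 2203 and 1835, 2481 and 1440, and 2759 and 2180, and B cell-like cells 3284 and 1967, 2860 and 2498, and 2762 and 2943. The mix of cells within the blood endothelial-like class differed between libraries. HEV-like cells made up 18% and 10.8% of the class at day 7. Capillary-like cells made up 11.8% and 14.7%, 25.6% and 9.56%, and 6.97% and 12.3% of all CD31 cells. This base includes cells outside the class, so these shares give neither the capillary-like share within it nor its direction within a pair.

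The targeted gene was not lower in the libraries labelled Cre-positive. Atg12 (ENSMUSG00000032905, GRCm38 chromosome 18, 46730144 to 46741580) was counted in blood endothelial-like cells at 52.6 CPM (95% interval 49.4 to 55.8) in the library labelled Cre-negative and 73.8 (70.0 to 77.7) in the one labelled Cre-positive at vehicle. At day 3 it was 46.1 (43.2 to 49.2) against 59.9 (57.1 to 62.8), and at day 7 51.6 (48.6 to 54.7) against 63.9 (60.1 to 67.9). The log2 ratios were 0.48 (0.37 to 0.60), 0.37 (0.25 to 0.48) and 0.30 (0.18 to 0.42). In the fit over the 6 libraries the gene was higher by 0.40 (SE 0.09) with an adjusted p of 1.00, and over the alternatives its adjusted p ranged from 0.318 to 1. The alternative that moved a ratio most was the use of cells with Y-linked UMIs alone, which gave 0.46 at day 7. In HEV-like cells Atg12 stood at 43.6 and 53.1, 43.7 and 52.1, and 44.0 and 44.6 CPM. The ratios were 0.28 (-0.01 to 0.58), 0.25 (0.02 to 0.50) and 0.02 (-0.27 to 0.29), so at vehicle and day 7 no difference was detectable at this depth.

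Atg12 was also counted in the other classes summed here. Lymphatic endothelial-like cells had 57.8 and 84.7, 51.4 and 74.1, and 56.8 and 62.1 CPM. T cell-like cells of the CD31 libraries had 42.4 and 53.5, 36.3 and 39.4, and 50.9 and 50.8, and their B cell-like cells 34.5 and 44.6, 34.0 and 47.3, and 40.2 and 33.2. In the CD45 libraries, T cell-like cells had 46.5 and 48.9, 36.5 and 42.5, and 44.9 and 46.4, B cell-like cells 37.1 and 50.4, 35.7 and 44.6, and 45.3 and 37.8, and the mixed stromal clusters 30.9 and 31.4, 28.1 and 33.7, and 31.2 and 31.3. Free RNA held 29.8 and 35.1, 34.9 and 32.4, and 37.7 and 41.6 CPM in the CD31 libraries and 27.8 and 30.1, 27.4 and 32.1, and 26.5 and 30.2 in the CD45 libraries. The share of blood endothelial-like cells with an Atg12 UMI was 20.6% and 27.4%, 19.2% and 25.3%, and 22.1% and 28.1%, at median depths of 3980 and 3907, 3385 and 4150, and 4201 and 4695.5 UMIs. After thinning every cell to 1000 UMIs it was 5.04% and 7.76%, 4.12% and 6.14%, and 5.15% and 6.53%. In HEV-like cells it was 29.1% and 34.8%, 35.3% and 32.6%, and 34.2% and 33.0% unthinned, and 4.23% and 4.49%, 4.52% and 5.22%, and 5.14% and 2.86% thinned. None of these classes lacked the gene. In the B cell-like cells of the same libraries the shares were 14.7% and 14.1%, 11.7% and 16%, and 12.1% and 13.3% unthinned, at median depths of 3705.5 and 3359, 3115.5 and 3121, and 2940 and 3477.5, and 3.28% and 4.67%, 2.86% and 5.48%, and 3.83% and 3.04% thinned. The assay counts 3-prime ends, so a recombined allele that keeps this end would still be counted. The level of Atg12 therefore neither bears out nor refutes the genotype labels. Every direction by genotype below thus compares libraries labelled Cre-positive with libraries labelled Cre-negative.

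**Figure D1:**
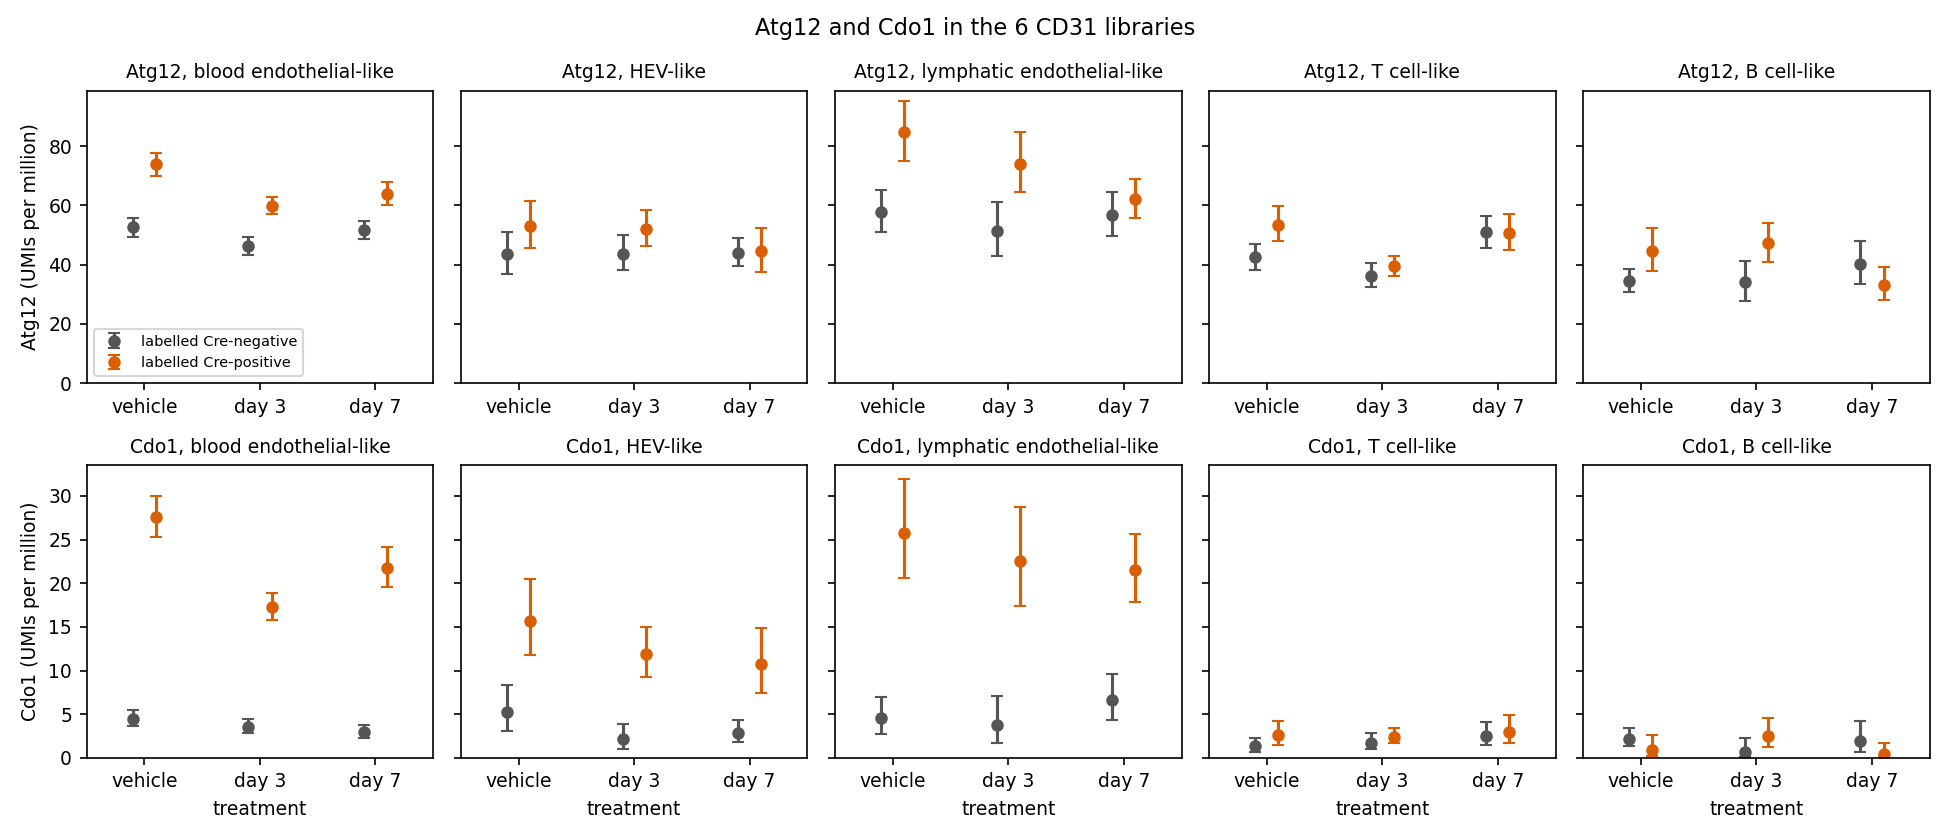
Atg12 and Cdo1 in CPM (vertical axes) by treatment (horizontal axes) in 5 classes of the 6 CD31 libraries, 1 point per library coloured by genotype label, with exact 95% Poisson intervals as error bars. In blood endothelial-like cells Atg12 lies between 46.1 and 73.8 CPM and is higher in the library labelled Cre-positive of each pair, and Cdo1 is at most 4.48 CPM in the libraries labelled Cre-negative and at least 17.3 in those labelled Cre-positive.

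The comparison by genotype in blood endothelial-like cells asks what differs with the label at all time points. Of 14586 genes, edgeR's quasi-likelihood test called 1 with Benjamini-Hochberg adjustment, with 384 at an unadjusted p under 0.05, and DESeq2 called 21. The alternative that moved this count most was leaving out day 7, which gave 45 genes. Leaving out vehicle or day 3 each gave 0. The gene was Cdo1 (ENSMUSG00000033022, GRCm38 chromosome 18, 46713193 to 46728395), which averaged below 20 CPM and was chosen after its values were seen. It was higher by a log2 of 2.59 (SE 0.14, adjusted p 0.046) in all 3 pairs, at 4.48 and 27.6, 3.57 and 17.3, and 2.99 and 21.7 CPM. Its adjusted p was below 0.05 under 11 of 16 alternatives and ranged from 3.5e-25 to 0.37. Without vehicle it was 0.213 and without day 3 it was 0.37. Cdo1 lies next to Atg12 on the same strand.

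In lymphatic endothelial-like cells 1 of 11836 genes was called, with 427 at an unadjusted p under 0.05, and DESeq2 called 7. Leaving out vehicle gave 70 genes, day 3 gave 0 and day 7 gave 82. The gene was again Cdo1, chosen after its values were seen. It was higher by 2.24 (SE 0.26, adjusted p 0.0445), at 4.51 and 25.8, 3.73 and 22.5, and 6.61 and 21.5 CPM. It was below the threshold under 14 of 16 alternatives, with a highest adjusted p of 0.717, reached without day 3. In HEV-like cells Cdo1 stood at 5.26 and 15.7, 2.14 and 11.9, and 2.87 and 10.7 CPM and was not called, and whether classes differ was not tested. The neighbour on the other side, Ap3s1 (ENSMUSG00000024480, GRCm38 chromosome 18, 46741876 to 46790826), was also chosen after its values were seen. It had 77.3 and 75.8, 75.7 and 74.7, and 75.7 and 84.4 CPM in blood endothelial-like cells.

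In HEV-like cells 5 of 11366 genes were called by genotype, all higher in the libraries labelled Cre-positive, with 583 at an unadjusted p under 0.05. DESeq2 called 11 genes, 3 higher and 8 lower, and shared none with edgeR. Each of the 5 had an adjusted p under 15 alternatives, against 16 for Glycam1 in this class. DESeq2 gave none for Phlda3, so the lack of overlap cannot be read as a disagreement over all 5. Leaving out vehicle gave 92 genes, including the 5, leaving out day 3 gave 2, of which 1 was shared, and leaving out day 7 gave 4, of which 3 were shared. Phlda3 (ENSMUSG00000041801, GRCm38 chromosome 1, 135766119 to 135769136) was higher by a log2 of 2.34 (SE 0.14, adjusted p 0.00062) in all 3 pairs, at 9.06 and 49.4, 15.9 and 75.1, and 8.47 and 48.6 CPM. It was called under 14 of 15 alternatives, with an adjusted p of at most 0.0647, and DESeq2 gave it no adjusted p. Serpine2 (ENSMUSG00000026249, GRCm38 chromosome 1, 79794197 to 79861180) was higher by 1.68 (SE 0.20, adjusted p 0.0348), at 14.3 and 67.1, 10.3 and 33.2, and 19 and 48.6 CPM. It was called under 8 of 15 alternatives, and without day 3 its adjusted p was 0.319, within a range of 1.5e-20 to 0.523.

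The other called genes averaged below 20 CPM and were chosen after their values were seen. Ephx1 (ENSMUSG00000038776, GRCm38 chromosome 1, 180976210 to 181020904) was higher by 2.76 (SE 0.24, adjusted p 0.00858), at 2.63 and 21.4, 1.94 and 11.9, and 2.21 and 15.9 CPM. Gas6 (ENSMUSG00000031451, GRCm38 chromosome 8, 13465374 to 13494490) was higher by 1.93 (SE 0.18, adjusted p 0.0104), at 7.02 and 32.5, 6.80 and 26.1, and 5.6 and 19.6 CPM. Gm15987 (ENSMUSG00000085786, GRCm38 chromosome 6, 128951204 to 128975029) was higher by 2.42 (SE 0.28, adjusted p 0.0348), at 1.17 and 11.4, 4.47 and 20.6, and 1.69 and 8.86 CPM. The annotation has it as antisense, so its counts are uncertain while the strand handling is unstated. These genes were called under 10, 10 and 7 of 15 alternatives. Without day 3 their adjusted p values were 0.0549, 0.16 and 0.438, and without day 7 they were 0.0591, 0.0475 and 0.119, within ranges of 2.3e-20 to 0.569, 1.3e-18 to 0.254 and 2.2e-14 to 1.00.

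The gene lists ask whether venule identity, endothelial identity, adhesion, autophagy, interferon response and ER stress moved together. In blood endothelial-like cells, camera called the HEV identity list lower (median log2 -0.37, adjusted p 5.7e-06), the interferon list higher (0.19, 3.7e-09) and the ER stress list lower (-0.38, 1.4e-14) in the libraries labelled Cre-positive. It did not call the pan-endothelial (0.05, 0.149), adhesion and inflammation (-0.07, 0.243) or autophagy lists (-0.02, 0.82). The last 2 of these had a mean and a test direction above 0, at means of 0.02 and 0.01. In HEV-like cells camera called the HEV identity list lower (-0.18, 0.00038), the pan-endothelial list higher (0.13, 0.0251), the interferon list higher (0.27, 5.1e-05) and the ER stress list lower (-0.45, 6.4e-14). It did not call adhesion and inflammation (-0.12, 0.506), whose mean was 0.11, or autophagy (0.01, 0.865), whose test pointed down. None of the calls on any list or contrast held under fry or under an estimated correlation. The lowest adjusted p with fry by genotype was 0.297 in blood endothelial-like and 0.119 in HEV-like cells. No list member was called by genotype in either class over all genes. The count adjusted over the list alone was 6 for ER stress and 2 for adhesion and inflammation in blood endothelial-like cells, 7 and 3 in HEV-like cells, and 0 for the other lists. In HEV-like cells with free RNA subtracted, the adhesion and inflammation list passed camera's threshold at 0.0493. Over its alternatives that adjusted p ranged from 7.2e-07 to 0.932.

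Single time points decided several of these. The HEV identity median in blood endothelial-like cells was -0.36, -0.33 and -0.12 without vehicle, day 3 and day 7. The adhesion and inflammation list was called lower without vehicle (-0.57, adjusted p 0.000564) and higher without day 7 (0.19, 1.5e-05). In HEV-like cells the same list was called lower without vehicle (-0.43, 7.2e-07) and higher without day 7 (0.17, 0.0234). There the interferon list was not called without day 7 (0.08, 0.317), and the HEV identity median was -0.12 without day 3. The pan-endothelial list was not called without vehicle, day 3 or day 7 (0.0832, 0.0551 and 0.128), and the autophagy median was below 0 without each of them, between -0.05 and -0.01. The ER stress list stayed called lower in both classes whichever time point was left out, with medians of -0.35, -0.43 and -0.31 in blood endothelial-like and -0.48, -0.49 and -0.39 in HEV-like cells.

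Within time points, the list medians by genotype had no test. In blood endothelial-like cells the HEV identity list had 0.12 (counting interval 0.06 to 0.15), -0.27 (-0.36 to -0.20) and -0.65 (-0.74 to -0.55), at percentiles 99.2, 0 and 0 among random lists. Adhesion and inflammation had 0.50, -0.26 and -0.95, at percentiles 100, 0 and 0. Interferon had -0.06, 0.33 and 0.35, at percentiles 35.7, 100 and 100. ER stress had -0.26, -0.26 and -0.51, at percentiles 0.05, 0.01 and 0. Pan-endothelial genes had 0.06, -0.01 and 0.18, and autophagy genes -0.04, -0.05 and 0.02. In HEV-like cells the HEV identity list had -0.00 (-0.12 to 0.08), -0.30 (-0.41 to -0.22) and -0.13 (-0.21 to -0.06), at percentiles 74.2, 0.61 and 1.34. Adhesion and inflammation had 0.51, -0.26 and -0.63, at percentiles 100, 0.38 and 0, and interferon -0.26, 0.19 and 0.66, at percentiles 0.08, 99.8 and 100. ER stress had -0.35, -0.30 and -0.48, at percentiles 0, 0.08 and 0.01. Pan-endothelial genes had 0.08, 0.08 and 0.37, and autophagy genes 0.04, -0.03 and 0.01. In lymphatic endothelial-like cells adhesion and inflammation had 0.28, 0.37 and -0.28, interferon -0.27, 0.50 and 0.53, and ER stress -0.46, -0.44 and -0.48. The alternative that moved the most of these medians beyond counting error was the use of cells with Y-linked UMIs alone, under which adhesion and inflammation in blood endothelial-like cells had 0.61, -0.17 and -1.02.

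**Figure D2:**
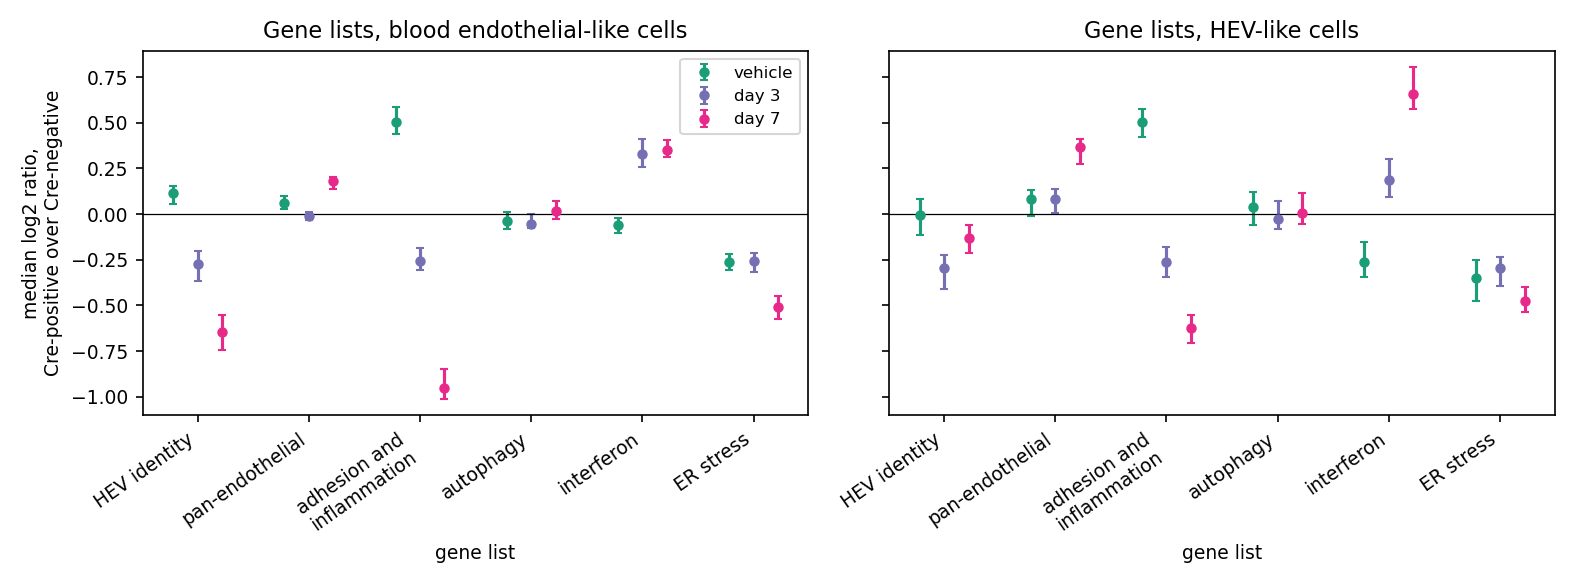
Median log2 ratio (vertical axis), library labelled Cre-positive over library labelled Cre-negative, for each of the 6 gene lists (horizontal axes) in blood endothelial-like and HEV-like cells, coloured by time point, with 95% counting intervals as error bars. ER stress is below 0 at every time point in both classes, from -0.26 to -0.51, and adhesion and inflammation goes from 0.50 to -0.95 in blood endothelial-like cells.

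The HEV identity list was also followed gene by gene, since it bears on the venule identity named in the study's title. The HEV-like clusters were named with markers that include 8 of its 12 genes, though the clustering itself left these genes out. In HEV-like cells Glycam1 (ENSMUSG00000022491, GRCm38 chromosome 15, 103562759 to 103565081) was lower in the library labelled Cre-positive in all 3 pairs, at 24983 and 20955, 25548 and 12568, and 77180 and 11230 CPM. The log2 ratios were -0.25, -1.02 and -2.78. In the fit it was lower by a log2 of -1.37 (SE 0.44, p 0.0123, adjusted p 0.774), so it was not called. Its adjusted p over the alternatives ranged from 1.9e-18 to 1.00, and without vehicle it was 0.0261, with a log2 of -1.98. Without day 7 the log2 was -0.63. Over the whole blood endothelial-like class it was lower by -1.63, with a p of 0.0649. Of the other members, Ccl21a went from 6124 to 5433, from 4496 to 3322 and from 8080 to 3677 CPM, and Gcnt1 from 127 to 198, from 143 to 81.5 and from 204 to 107. Chst4 went from 95.6 to 113, from 163 to 104 and from 130.0 to 76.7, Fut7 from 363 to 345, from 263 to 197 and from 379 to 338, and Chst2 from 171 to 192, from 178 to 136.0 and from 196 to 172. Enpp2 went from 2278 to 2671, from 1281 to 1185 and from 2379 to 2292, Ch25h from 133 to 142, from 175 to 186 and from 102 to 95.3, and Spns2 from 96.2 to 101, from 88.8 to 80.0 and from 87.4 to 104.8. B3gnt3 and Ltbr stayed between 25.7 and 54.2 CPM, and Madcam1 was at most 12.4 CPM.

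The share of HEV-like cells with a Glycam1 UMI was 83.3% and 79.2%, 89.5% and 78.4%, and 92.4% and 76.2%. After thinning to 1000 UMIs it was 68.8% and 63.1%, 70.5% and 61.3%, and 76.1% and 51.4%. The thinned difference at vehicle, -5.72 percentage points (-12.6 to 1.21), was not detectable at this depth, and those at day 3 and day 7 were -9.29 (-14.9 to -3.56) and -24.7 (-31.1 to -18.2). In the B cell-like cells of the same libraries, which should lack the gene, the shares were 18.2% and 9.57%, 29.8% and 9.75%, and 38.7% and 5.02% unthinned at median depths of 3705.5 and 3359, 3115.5 and 3121, and 2940 and 3477.5 UMIs. Thinned, they were 7.10% and 3.19%, 13% and 3.9%, and 16.5% and 1.87%. Free RNA held 3692 and 2938, 10803 and 1610, and 15105 and 1393 CPM of Glycam1. The background therefore followed the same order as the HEV-like cells.

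**Figure D3:**
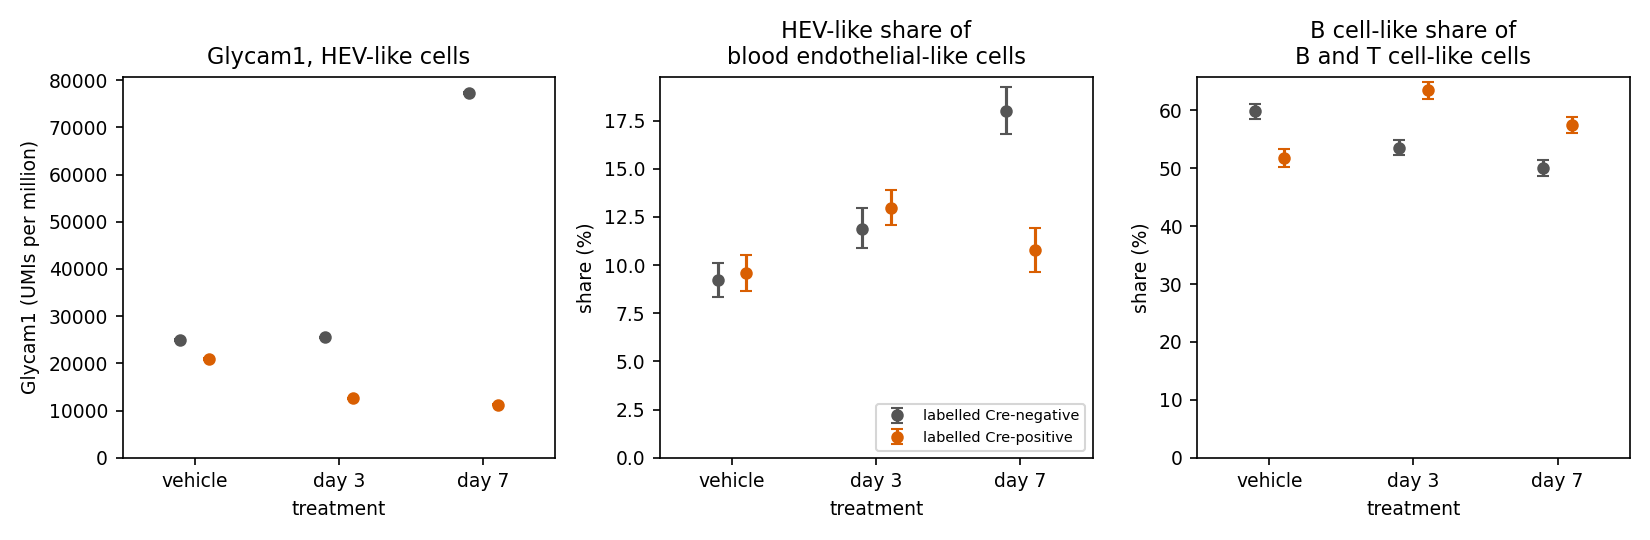
Glycam1 in CPM in HEV-like cells, the HEV-like share of blood endothelial-like cells and the B cell-like share of B and T cell-like cells in percent (vertical axes) by treatment (horizontal axes), 1 point per library coloured by genotype label, with exact 95% intervals as error bars. At day 7 Glycam1 is at 77180 CPM in the library labelled Cre-negative and 11230 in the one labelled Cre-positive, and the HEV-like shares are 18% and 10.8%.

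The share of blood endothelial-like cells that were HEV-like was 9.20% (8.33 to 10.1) and 9.58% (8.68 to 10.535) at vehicle, 11.9% (10.9 to 13) and 13% (12.1 to 13.9) at day 3, and 18% (16.8 to 19.2) and 10.8% (9.67 to 11.9) at day 7. The differences were 0.374, 1.07 and -7.23 percentage points, the last with a counting interval of -8.88 to -5.56. The exact two-sided sign-flip permutation test over the 3 time points gave p = 1, where 0.25 is the smallest it can give. Of the alternatives, the use of cells with at least 2000 UMIs turned the day 3 difference to -1.65 and that of cells with Y-linked UMIs turned it to -2.14. With doublets kept, the vehicle difference was -0.944, and with at most 5% mitochondrial UMIs it was -0.137.

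The comparison of day 3 with vehicle asks how the classes respond to oxazolone, averaged over the genotype labels. In HEV-like cells it called 245 of 11366 genes, 123 higher and 122 lower, with 2682 at an unadjusted p under 0.05. DESeq2 called 282, 123 higher and 159 lower, of which 146 were shared. Leiden resolution 2 moved the count most downward, to 23, and dropping the expression filter moved it most upward, to 1494. Among HEV-like cells with UMIs of Y-linked genes or Xist but not both, the Y-linked kind made up 60.6% and 99.7% at vehicle. At day 3 it made up 36.2% and 58.2%, so sex differed along with treatment. In cells with Y-linked UMIs alone 78 genes were called, of which 60 were shared. Among the named genes, Vcan (ENSMUSG00000021614, GRCm38 chromosome 13, 89655312 to 89742509) was higher by a log2 of 2.60 (SE 0.30, adjusted p 0.0161), and Stmn1 (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843) by 1.90 (SE 0.34, 0.0339). Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was higher by 1.87 (SE 0.25, 0.0202), going from 9.36 to 46.6 CPM in the libraries labelled Cre-negative and from 14.3 to 40.4 in those labelled Cre-positive. Fdps (ENSMUSG00000059743, chromosome 3, 89093588 to 89101959) and Lgals1 (ENSMUSG00000068220, chromosome 15, 78926725 to 78930465) were each higher by 1.74 (SE 0.22 and 0.20, 0.0165 and 0.0161). Tagln (ENSMUSG00000032085, chromosome 9, 45929619 to 45936058) was lower by a log2 of -3.60 (SE 0.72, 0.0445). It went from 25.1 to 5.05 CPM in the libraries labelled Cre-negative and from 150 to 7.91 in those labelled Cre-positive. Tagln was a preset marker of mural (vessel wall) cells and Stmn1 of cycling cells. Whether their changes are a response of HEV-like cells themselves was not tested. 9530026P05Rik (ENSMUSG00000097462, chromosome 6, 92940329 to 93272979), annotated as antisense and so uncertain, was lower by -2.44 (SE 0.24, 0.0147). Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) was lower by -2.30 (SE 0.33, 0.0224) and Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) by -2.23 (SE 0.38, 0.0305). Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) was lower by -2.03 (SE 0.42, 0.0483) and was called under 6 of 13 alternatives, with an adjusted p of up to 0.0948. All 10 moved the same way in the libraries of both labels.

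Of the list members, Il6 and Cxcl10 were called higher and Enpp2 lower at day 3 in HEV-like cells. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 74.0 to 236 CPM in the libraries labelled Cre-negative and from 106 to 243 in those labelled Cre-positive. Enpp2 (ENSMUSG00000022425, chromosome 15, 54838901 to 54952892) had a log2 of -1.01 and an adjusted p of 0.0312. The counts adjusted over the list alone were 7 for adhesion and inflammation, 2 for HEV identity and 5 for ER stress. Camera called the ER stress list higher (0.39, adjusted p 0.0146). It did not call adhesion and inflammation (0.04, 0.53), whose mean was -0.08, HEV identity (-0.23, 0.295), interferon (0.31, 0.0951), pan-endothelial (-0.15, 0.26) or autophagy (-0.01, 0.709). In the libraries labelled Cre-negative and Cre-positive, HEV identity had 0.07 and -0.41, adhesion and inflammation 0.31 and -0.23, and interferon -0.02 and 0.46. These opposite directions were not tested. The medians of the other lists had the same sign under both labels.

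In blood endothelial-like cells edgeR called 0 genes at day 3, with 3569 at an unadjusted p under 0.05, and DESeq2 called 815. Without the additive factor for genotype 1071 were called, which is the largest count of any alternative. By size of change and without a call, Top2a, Mctp1 and Serpinb1a were higher by a log2 of 2.26, 1.68 and 1.36, with adjusted p values of 0.111, 0.0683 and 0.0683. Fosb, Angptl4 and Sik1 were lower by -1.82, -1.81 and -1.41, with 0.116, 0.204 and 0.0683. Whether HEV-like cells differ from the whole class in their response was not tested. Camera called the ER stress list higher (0.37, adjusted p 0.00489) with 4 members adjusted over the list alone. In the libraries labelled Cre-negative and Cre-positive its median rose by 0.26 and 0.33 here and by 0.32 and 0.44 in HEV-like cells. In the same libraries it rose by 0.45 and 0.61 in T cell-like and 0.50 and 0.71 in B cell-like cells. The rise was therefore not limited to endothelial cells, and a shift of whole libraries stays open. Camera called no other list: HEV identity had -0.05 with a mean of 0.11, adhesion and inflammation 0.21, interferon -0.22, pan-endothelial -0.15 and autophagy -0.02. For HEV identity and for adhesion and inflammation the labels went opposite ways, which was not tested. HEV identity had 0.23 in the libraries labelled Cre-negative and -0.35 in those labelled Cre-positive, and adhesion and inflammation 0.40 and -0.09. The medians of the other lists had the same sign under both labels.

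At day 7 edgeR called 0 genes against vehicle in HEV-like cells, with 334 at an unadjusted p under 0.05, and DESeq2 called 0. Dropping the expression filter gave 58. For blood endothelial-like cells it called 0, with 350 at an unadjusted p under 0.05, and DESeq2 called 2. The single gene named by size there was Hbb-bs, lower by a log2 of -2.37 with an adjusted p of 0.998, a haemoglobin gene of red cells. Camera called HEV identity higher in blood endothelial-like cells (0.34, adjusted p 0.000996) and adhesion and inflammation lower in HEV-like cells (-0.40, 0.000615), and no other list in either class. In both the labels went opposite ways, which was not tested. The HEV identity median in blood endothelial-like cells was 0.63 in the libraries labelled Cre-negative and -0.18 in those labelled Cre-positive, and the adhesion and inflammation median in HEV-like cells was 0.27 and -0.86.

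In T cell-like cells of the CD45 libraries, which ask whether immune cells differ with the label, 1 of 12590 genes was called by genotype, with 1859 at an unadjusted p under 0.05, and DESeq2 called 184. Leaving out vehicle gave 4 genes and leaving out day 7 gave 140. The gene was Cdk8 (ENSMUSG00000029635, GRCm38 chromosome 5, 146231230 to 146302874), higher by a log2 of 1.63 (SE 0.09, adjusted p 0.0022) in all 3 pairs, at 145 and 495, 80.0 and 240.5, and 120.0 and 431 CPM, and called under 15 of 16 alternatives with an adjusted p of up to 0.95. In B cell-like cells edgeR called 0 of 11927 genes, with 667 at an unadjusted p under 0.05. DESeq2 called 14, and leaving out day 7 gave 42. Cdk8, named by size, was higher by 1.62 (adjusted p 0.128), at 149.8 and 495, 118 and 368, and 128 and 443 CPM. Whether T and B cell-like cells differ in this was not tested. Free RNA of the same libraries held 381 and 1047, 228 and 805, and 299.5 and 663 CPM of Cdk8. The difference by label was therefore not limited to T and B cell-like cells.

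B cell-like cells made up 59.9% (58.5 to 61.2) and 51.7% (50.1 to 53.3), 53.5% (52.2 to 54.9) and 63.4% (61.9 to 64.9), and 50.0% (48.7 to 51.4) and 57.4% (56.1 to 58.8) of the B and T cell-like cells of the CD45 libraries. The differences were -8.11, 9.89 and 7.42 percentage points, and the exact two-sided sign-flip permutation test gave p = 0.75. The alternative that moved a difference most was a minimum of 2000 UMIs, which gave 13.9 at day 7.

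The sexes of the animals, which the labels do not give, differed between libraries. Among CD31 cells with UMIs of either Y-linked genes or Xist but not both, the Y-linked kind made up 58.9% and 99.96%, 29.6% and 48.7%, and 40.8% and 34.1%, and in the CD45 libraries 54.8% and 100%, 26.8% and 56.2%, and 46.3% and 33.5%. All libraries but those labelled Cre-positive at vehicle thus held cells of both kinds, so that at vehicle sex and the genotype label cannot be told apart without the use of one kind of cell. Under both labels and in both fractions the Y-linked share was higher at vehicle than at day 3 or day 7. Comparisons with vehicle therefore differ in sex as well as in treatment.

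**Figure D4:**
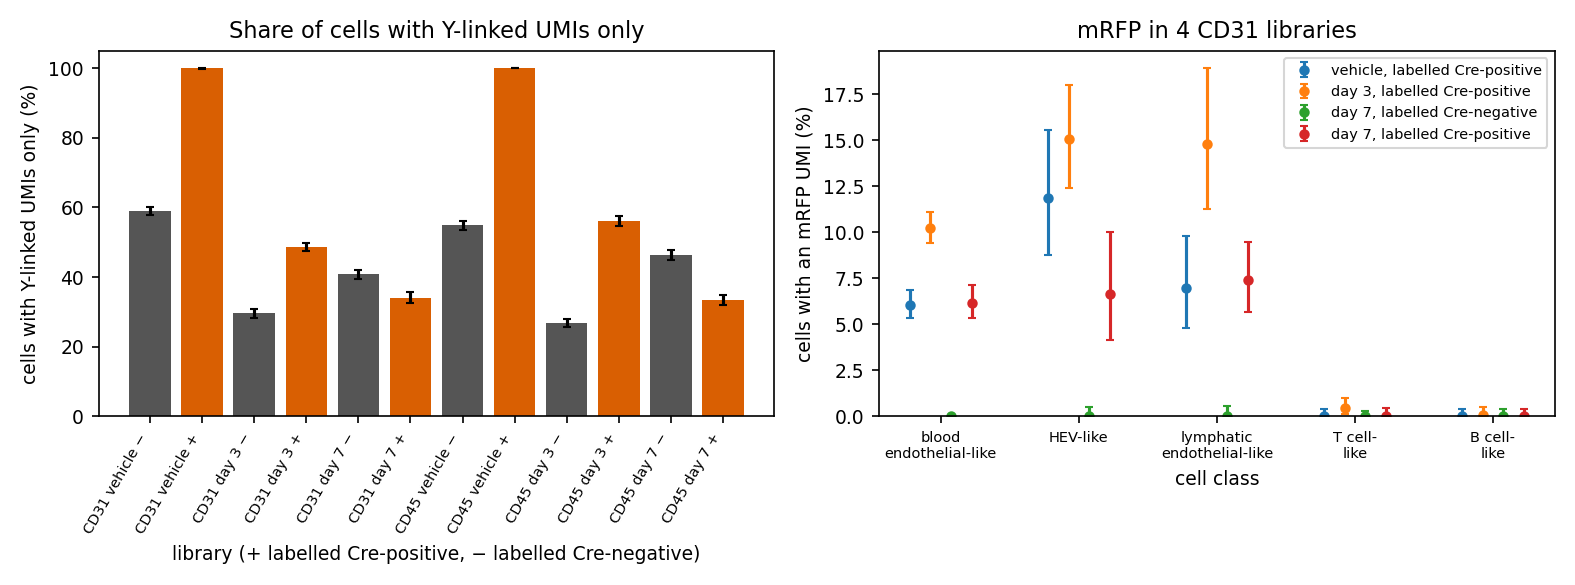
Bars give the percent of cells with Y-linked UMIs among cells with UMIs of Y-linked genes or Xist but not both in each of the 12 libraries, and points the percent of cells with an mRFP UMI in 5 classes of the 4 CD31 libraries that list it, both with exact 95% intervals. The CD31 library labelled Cre-positive at vehicle holds 99.96% cells of the Y-linked kind, and mRFP is found in up to 10.2% of blood endothelial-like cells of the libraries labelled Cre-positive.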

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

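In this part the tests of sex, cell calling, cell mix and the share of HEV-like cells, and that of digestion for the fall at day 7, were chosen only after the result had been seen, while those of mRFP and of digestion for the change in direction were planned before it. The criterion for lists, a median in the outer 2.5% of random lists on opposite sides at different time points, was also chosen after seeing them. None of the differences between time points was tested, since each time point has 1 library per label.

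The adhesion and inflammation list changed direction between time points. Its median changed from vehicle to day 3 by a log2 of -0.76 in blood endothelial-like and -0.77 in HEV-like cells, and from vehicle to day 7 by -1.46 and -1.13. The difference was not tested. Sex as the whole cause is argued against by cells with Y-linked UMIs and no Xist UMI, in which the vehicle median in blood endothelial-like cells was 0.61 and the day 7 median -1.02. A response to digestion that differs between libraries was followed with immediate-early genes, which dissociation is known to raise. At day 7 their median was lower in the library labelled Cre-positive in blood endothelial-like cells (-0.88), and at most -0.17 in the T and B cell-like cells of the same libraries, so part of the fall at day 7 may come from handling. At vehicle it was -0.27 in T cell-like and -0.16 in B cell-like cells while blood endothelial-like cells had 0.57, so a response shared by all cells of a library is not the whole cause of the change in direction. The B cell-like median did fall from vehicle to day 7, to -0.66, as the endothelial one did. A digestion response of endothelial cells alone stays open, as does a difference due to the genotype label, and the mix of capillary-like and other cells differed between libraries.

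The HEV identity list in blood endothelial-like cells also changed direction. Its median changed by -0.39 from vehicle to day 3 and by -0.77 from vehicle to day 7, and the difference was not tested. Some values go with a changed share of HEV-like cells: the genotype difference in that share was -7.23 percentage points at day 7, and within HEV-like cells the list median was only -0.13 at day 7, against -0.65 in the whole class. The test first written for this explanation was that comparison, and it points toward the share, so the share may account for much of the fall at day 7. At day 3 the same comparison does not point there, with -0.27 in the whole class and -0.30 within HEV-like cells. The share difference then was 1.07 percentage points, though -1.65 with at least 2000 UMIs and -2.14 in cells with Y-linked UMIs. A changed share is not the whole cause at day 7 either if the clusters part the cells well. The cells outside the HEV-like clusters, which such a change leaves alone, had 0.19 at vehicle and -0.28 at day 7. This second test was chosen with those values in view. Free RNA with Glycam1 and other venule transcripts differed between libraries, but with it subtracted the same cells had -0.29 at day 7. A difference in identity genes due to the genotype label stays open as a hypothesis, and the direction rests on labels that the level of Atg12 neither bears out nor refutes.

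The interferon list in HEV-like cells moved the other way. Its median rose by 0.45 from vehicle to day 3 and by 0.92 from vehicle to day 7, and the difference was not tested. Cells with Y-linked UMIs and no Xist UMI had -0.23 at vehicle and 0.73 at day 7, which argues against sex as the whole cause. The animals or pools behind each library stay open, since a state of the mice at sampling could raise interferon genes in any class: lymphatic endothelial-like cells had -0.27 and 0.53, and T cell-like cells of the CD31 libraries 0.15 and 0.40.

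The genotype difference in the B cell-like share of the CD45 libraries changed sign, so that vehicle stood apart from day 3 by 18 and from day 7 by 15.5 percentage points, and the difference was not tested. Cell calling, doublets and clustering are argued against, with 0 changes of direction over the 6 settings of these steps. The CD31 libraries, sorted from the same groups, gave differences of -8.88, -0.254 and 5.78 in their own B and T cell-like cells, in the same direction at vehicle and day 7 but not clearly at day 3. Whether the mix came with the animals or with the handling of the CD45 fraction cannot be told apart, because the CD31 difference at day 3 was near 0. A biological change in the node stays open and untested.

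A signal appeared in a feature outside the comparisons, mRFP, a red fluorescent protein sequence added to the reference of 4 CD31 libraries. The share of blood endothelial-like cells with an mRFP UMI was 6.06%, 10.2% and 6.19% in the libraries labelled Cre-positive at vehicle, day 3 and day 7, and 0 of 4001 in the library labelled Cre-negative at day 7, with an exact 95% interval up to 0.0922%. The other libraries labelled Cre-negative do not list the feature, so their level is unknown. HEV-like cells had 11.9%, 15.1% and 6.67% and lymphatic endothelial-like cells 7.00%, 14.8% and 7.39%. The highest share in T cell-like cells was 0.437%, which argues against free RNA or exchange between libraries as the source. Gt(ROSA)26Sor, a gene on chromosome 6 chosen after its values were seen and annotated as antisense, went along with it in blood endothelial-like cells, at 1.23 and 6.99, 1.37 and 5.74, and 1.70 and 4.97 CPM. Both may come from a reporter or allele carried by the mice labelled Cre-positive and active in endothelial cells. The labels of these samples name no such allele, and no biological explanation was tested.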

How the results depend on the processing

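Of the alternatives below, the tests with cells that have Y-linked UMIs and no Xist UMI, and the fixed-rate removal of doublets behind all values, were chosen only after the data had been seen. The other alternatives were chosen beforehand.

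The Atg12 ratios stayed within their counting interval in 134 of 135 comparisons, and the exception was blood endothelial-like cells at day 7, at 0.46 in cells with Y-linked UMIs. The number of lists camera called by genotype was 3 in blood endothelial-like and 4 in HEV-like cells, and 3 to 4 and 3 to 5 over the alternatives, leaving out a time point included. Of 156 list medians in the fit, 139 kept direction and side of the threshold, 6 fell back below it, 3 newly passed it and 8 reversed. Per time point, 296 of 324 list medians stayed within counting error. Of 450 values of named genes, 375 were the same in direction and side of the threshold, 56 lost their call, 19 gained 1 and 0 reversed. Of 132 gene counts 78 stayed within 1.5 times, of 56 shares of cells 50 stayed within counting error, and of 9 thinned shares with a UMI 5 did. Apart from the filters and pools that change which genes or libraries are tested, the cause of each change below was not tested.

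By genotype in blood endothelial-like cells, where 1 gene was called, free RNA subtraction, cells with Y-linked UMIs and dropping the additive factor each gave 0, DESeq2 gave 21 and no filter on low counts gave 8. Leaving out 1 time point gave 0 to 45. At day 3 the count of 0 became 815 with DESeq2, 950 with no filter and 1071 without the additive factor, and at day 7 DESeq2 gave 2.

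By genotype in HEV-like cells, where 5 were called, at most 5% mitochondrial UMIs gave 3, doublets kept 1, equal numbers of cells 1, free RNA subtraction 3, DESeq2 11, no filter 185 and no additive factor 0. Leaving out 1 time point gave 2 to 92. At day 3, where 245 were called, at least 2000 UMIs gave 459, doublets kept 93, resolution 2 23, equal numbers of cells 116, free RNA subtraction 408, cells with Y-linked UMIs 78 and no filter 1494. At day 7 no filter gave 58 in place of 0.

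In lymphatic endothelial-like cells, where 1 was called, at least 500 UMIs gave 4, at least 2000 UMIs 4, at most 5% mitochondrial UMIs 0, doublets kept 3, resolution 2 2, variable genes with the outcome lists 5, equal numbers of cells 6, free RNA subtraction 2, cells with Y-linked UMIs 29, DESeq2 7 and no filter 83. Leaving out 1 time point gave 0 to 82. In T cell-like cells, where 1 was called, equal numbers of cells gave 5, cells with Y-linked UMIs 2, DESeq2 184, no filter 319 and no additive factor 0, and leaving out 1 time point gave 1 to 140. In B cell-like cells, where 0 were called, DESeq2 gave 14, no filter 2 and no additive factor 1, and leaving out 1 time point gave 0 to 42.

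The adhesion and inflammation median by genotype ranged from -0.57 to 0.19 in blood endothelial-like cells and from -0.43 to 0.17 in HEV-like cells when 1 time point was left out. The autophagy median in HEV-like cells, 0.01, was -0.0481 with doublets kept, -0.0253 with equal numbers of cells, -0.0578 in cells with Y-linked UMIs, and -0.0526 without day 3 and -0.0121 without day 7. The difference in the HEV-like share was -1.65 at day 3 with at least 2000 UMIs, -0.944 at vehicle with doublets kept and -2.14 at day 3 in cells with Y-linked UMIs. The difference in the B cell-like share was 13.9 at day 7 with at least 2000 UMIs, and -10.9 at vehicle and 6.52 at day 3 in cells with Y-linked UMIs.

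With 1 library per group the lone libraries are assumed to vary alike, and leaving out a time point leaves 1 residual degree of freedom. No analysis paired by animal was possible, because the labels give each group a single replicate and no replicate number links animals across groups. The additive factor compares libraries within a treatment, and without it the counts above changed to 0 in blood endothelial-like, HEV-like and T cell-like cells and to 1 in B cell-like cells. HEV-like cells numbered as few as 315 in a library, and UMI sums were as low as 2412442 in lymphatic endothelial-like and 3273460 in HEV-like cells.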

Other observations

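In this part, the tests of Cdo1, of p53 target genes, of Cdk8, of the ER stress list against whole libraries, of Glycam1 by sex and of immediate-early genes at day 3 in all libraries were planned before their result was seen, and all other tests were chosen only after it.

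Cdo1 was higher in the endothelial classes of every library labelled Cre-positive, while Atg12, just upstream on the same strand, was not lower. The highest Cdo1 level in T and B cell-like cells of the CD31 libraries labelled Cre-positive was 3.01 CPM, against at least 17.3 in blood endothelial-like cells. Free RNA covered at most 1.79% of the level in blood endothelial-like cells of the libraries labelled Cre-positive, which argues against it as the source. This is consistent with transcripts that run past a recombined Atg12 gene into Cdo1 in cells where the driver is active, though other links between the label and Cdo1 stay open. For Atg12 itself, a swap of a CD31 library labelled Cre-positive with one labelled Cre-negative is argued against by mRFP. It was found in at least 6.06% of blood endothelial-like cells of each library labelled Cre-positive, against an upper end of 0.0922% in the library labelled Cre-negative at day 7. This takes mRFP as a mark of the mice labelled Cre-positive, and the other libraries labelled Cre-negative do not list it. Other wrong labels, such as an exchange of all of them, cannot be told apart from right ones. The lowest Cdo1 level in a blood endothelial-like library labelled Cre-positive was 3.86 times the highest in one labelled Cre-negative, but Cdo1 was picked because it parts the labels, so this decides nothing. Whether the recombined allele keeps the 3-prime end, which the assay counts, cannot be told apart from an intact gene. The mean log2 ratio of 0.385 comes from UMIs per gene, and these do not show which exons the reads cover.

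Genes that p53 is known to switch on were among those higher in the endothelial classes, Phlda3 with them. A list of 7 such targets had been noticed first, with medians of 1.02, 0.82 and 0.84 in blood endothelial-like cells, so 24 further targets were tested. Their median was 0.29, 0.13 and 0.39 there, at percentile 100 among random lists at each time point, and 0.30, 0.35 and 0.48 in HEV-like cells. In the T cell-like cells of the same libraries it was 0.10, -0.01 and 0.06 and in the B cell-like cells 0.02, -0.03 and 0.04, which argues against a shift of whole libraries, though the endothelial value at day 3 was small. In lymphatic endothelial-like cells it was -0.08 at vehicle. There the list's median change from vehicle to day 3 was -0.20 in the libraries labelled Cre-negative and 0.21 in those labelled Cre-positive. From vehicle to day 7 it was -0.14 and 0.18, so the later time points moved toward a higher level with the label. A response in endothelial cells that carry the driver is a candidate explanation. Activity of the Cre enzyme itself and loss of Atg12 cannot be separated by this design, which has no mice with the driver and an intact gene.

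The ER stress list was lower in both endothelial classes of the libraries labelled Cre-positive at every time point. The lowest median in T and B cell-like cells of the same libraries was -0.0941, while the highest in blood endothelial-like cells was -0.26. A shift of whole libraries is thus argued against as the whole cause. In the fits on the CD45 libraries the list was also lower, by -0.10 in T cell-like and -0.16 in B cell-like cells. That is less than the -0.38 in blood endothelial-like cells, but a smaller fall shared with immune cells stays open. With free RNA subtracted the median in HEV-like cells was -0.45, as before. In cells with Y-linked UMIs and no Xist UMI the highest median over both classes and all time points was -0.21, so sex is argued against as the whole cause. A lower level of these genes in endothelial cells with the label may be biological, as a hypothesis found and tested on the same libraries. A changed mix of clusters within the blood endothelial-like class is argued against as the whole cause, since the highest median over HEV-like and lymphatic endothelial-like cells was -0.30. So is a digestion response as followed with immediate-early genes, whose median in blood endothelial-like cells changed sign from 0.57 at vehicle to -0.88 at day 7. Changes in mix within a cluster, handling that leaves these genes alone, and the animals or pools stay open.

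Glycam1 was lower in HEV-like cells of the libraries labelled Cre-positive. With free RNA subtracted the smallest fall was -0.30 on the log2 scale, and after thinning the share of cells with a UMI still differed at day 7 by -24.7 percentage points, so free RNA is not a likely whole cause, nor is depth at day 7. At vehicle the difference in that share was within counting error before and after thinning, so it says nothing about depth there. At day 7 the log2 ratio was -3.49 in cells with Xist and -1.46 in cells with Y-linked UMIs, so it was present in both kinds of cells. The level in the library labelled Cre-negative at day 7 was 77180 CPM, about which no replicate can say whether it is usual. Within that library it was 105970 CPM in cells with Xist and 38429 in cells with Y-linked UMIs, so the level rests mainly on the former. In the library labelled Cre-positive at day 7 these were 9409 and 14011. Animal or pool differences stay open.

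Cdk8 and other genes noticed with it, Cmss1, Lars2, Gm42418, AY036118 and Camk1d, were higher in T and B cell-like cells of the CD45 libraries labelled Cre-positive. These genes had been listed together as rRNA-like, a trait that was not tested. Their median was 0.95, 0.95 and 1.18 in T cell-like and 0.94, 0.80 and 1.06 in B cell-like cells. In free RNA of the same libraries it was 0.90, 0.79 and 1.17, and the lowest of these, 0.79, is close to that in the cells. This suggests a difference between libraries that is not limited to T and B cells. It was not equal in all barcodes, since the mixed stromal clusters of the same libraries had 0.30, 1.10 and 0.74. In the CD31 libraries the T cell-like medians were 0.68, -0.38 and 0.06, so the difference did not follow the label there.

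Immediate-early genes were lower at day 3 than at vehicle in blood endothelial-like and HEV-like cells. In the libraries labelled Cre-negative their median was -0.74 and -1.20 there, -0.75 in T cell-like and -0.51 in B cell-like cells, so in these libraries a digestion response may account for it. In the libraries labelled Cre-positive it was -0.93 and -0.89 in these classes, 0.0048 in lymphatic endothelial-like cells and -0.33 in T cell-like cells but 0.17 in B cell-like cells, which argues against a response shared by all cells there. One shared with some classes stays open. This bears on Fosb and Egr3 at day 3.

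The HEV-like share at day 7 was lower in the library labelled Cre-positive under all 6 settings of cell calling, doublets and clustering, and the upper end of the counting interval nearest to 0 was -5.52, so these steps are not a likely cause. Plasma cell-like cells made up 1.61% and 0.0147%, 0.0782% and 0.208%, and 0% and 0.684% of the CD31 libraries, and 1.81% and 0.117%, 0.376% and 0.158%, and 0.0418% and 1.86% of the CD45 libraries. The 2 highest groups were the same 2 in both fractions, which argues against handling or sorting of 1 library and leaves the animals or pools open.

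Other splits of the 6 libraries into 3 and 3 were fitted in the same way. There are 10 such splits, so the share with as many genes can never fall under 0.1. With treatment in the model they make 7 distinct fits, and 4 splits part the libraries within each treatment as the real one does, for which the share can never fall under 0.25. Chance cannot be excluded for any class. As many genes as by genotype were called in 2 of the 10 splits in blood endothelial-like cells, 1 in HEV-like cells, 4 in lymphatic endothelial-like cells, 5 in T cell-like cells and 10 in B cell-like cells, the real split included. Among the 7 distinct fits these were 2, 1, 3, 4 and 7, and among the 4 splits within treatments 2, 1, 2, 3 and 4. In B cell-like cells the real split called 0 genes, so every split has as many and the count says nothing.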
